# Comparative Analysis of Testicular Transcriptional and Translational Landscapes in Yak and Cattle–Yak: Implications for Hybrid Male Sterility

**DOI:** 10.3390/biom15081080

**Published:** 2025-07-25

**Authors:** Mengli Cao, Shaoke Guo, Ziqiang Ding, Liyan Hu, Lin Xiong, Qianyun Ge, Jie Pei, Xian Guo

**Keywords:** cattle–yak, testis, Ribosomal footprints, open reading frames, translation efficiency

## Abstract

Cattle–yak, a hybrid of yak and cattle, exhibits significant heterosis but male infertility, hindering heterosis fixation. Although extensive research has been conducted on transcriptional mechanisms in the testes of cattle–yak, the understanding of their translational landscape remains limited. In this study, we characterized the translational landscape of yak and cattle–yak based on Ribo-seq technology integrated with RNA-seq data. The results revealed that gene expression was not fully concordant between transcriptional and translational levels, whereas cattle–yak testes exhibited a stronger correlation across these two regulatory layers. Notably, genes that were differentially expressed at the translational level only (*MEIOB*, *MEI1*, and *SMC1B*) were mainly involved in meiosis. A total of 4,236 genes with different translation efficiencies (TEs) were identified, and the TEs of most of the genes gradually decreased as the mRNA expression level increased. Further research revealed that genes with higher TE had a shorter coding sequence (CDS) length, lower GC content, and higher normalized minimum free energy in the testes of yaks, but this characteristic was not found in cattle–yaks. We also identified upstream open reading frames (uORFs) in yak and cattle–yak testes, and the sequence characteristics of translated uORFs and untranslated uORFs were markedly different. In addition, we identified several short polypeptides that may play potential roles in spermatogenesis. In summary, our study uncovers distinct translational dysregulations in cattle–yak testes, particularly affecting meiosis, which provides novel insights into the mechanisms of spermatogenesis and male infertility in hybrids.

## 1. Introduction

Hybrid male sterility is a postzygotic reproductive isolation mechanism. In mammals, it refers to the infertility of heterogametic sex (male) offspring produced by interspecies hybridization due to their inability to generate functional gametes [1]. The cattle–yak (*Bos taurus* (*♂*) *× Bos grunniens* (*♀*)) combines the advantages of yaks, such as their adaptation to the high-cold and low-oxygen environment, ability to tolerate roughage, and strong disease resistance, with those of cattle, such as a fast growth rate and high meat production performance, and plays an increasingly important role in plateau animal husbandry [2,3,4]. However, male cattle–yaks are sterile due to abnormal spermatogenesis, which restricts the utilization of heterosis and has become the biggest obstacle to yak crossbreeding. Research shows that with the increase in backcross generations, cattle–yaks become completely fertile by the F_4_ generation, but their economic value is greatly reduced [1]. Elucidating the molecular mechanisms underlying hybrid reproductive barriers is crucial for enhancing the reproductive performance of hybrid species. Previous studies investigating the mechanisms underlying male infertility in cattle–yak have primarily focused on the transcriptional level. These studies revealed altered expression of genes associated with spermatogonial stem cell maintenance, cell differentiation, and meiosis in the cattle–yak [5,6,7,8,9]. However, the abundance of proteins is what ultimately determines the phenotype, and the translation level is the determinant of protein abundance [10]. The half-life, synthesis rate, and quantity of proteins and mRNA significantly differ. Changes in transcript levels can often be buffered or compensated for at the protein level [11,12]. However, the resolution of protein mass spectrometry is limited compared with nucleic acid sequencing methods [13]. Ribosome profiling sequencing (Ribo-seq) can resolve this dilemma. Ribo-seq can achieve single-codon-level resolution and obtain translation information on the genes, such as information on the ribosome distribution, starting codon position, programmatic frame shifts, and upstream open reading frames (uORFs) [14]. Ribo-seq can also be used to infer the instantaneous protein synthesis rate. Ribo-seq data combined with mRNA-seq data can be used to determine the translation efficiency (TE); potential functional micropeptides can also be identified [13].

The precision of translation regulation enables spermatogenic cells to carry out spermatogenesis normally; this allows sperm to undergo morphological and functional changes and finally mature into sperm capable of fertilization [15,16,17,18]. Previous studies have shown that translation is widely regulated in different organs, and differences in gene expression were approximately 20% lower at the translational level than at the transcriptional level, especially in the spermatogenic cells of the testis [19]. The up-regulation of translation compensates for the overall dose reduction during sex chromosome evolution and the effect of meiosis chromosome inactivation during spermatogenesis [19]. Therefore, merely analyzing mRNA and protein levels cannot provide sufficient information for a comprehensive understanding of gene expression. Here, we characterized differences in protein synthesis between yak and cattle–yak testes by combining Ribo-seq and RNA-seq. These results provide new insights that will aid analyses of male cattle–yak infertility.

## 2. Materials and Methods

### 2.1. Sample Collection

Three 4-year-old male yaks (Y: Y1, Y2, and Y3) and three male cattle–yaks (CY: CY1, CY2, and CY3; derived from a cross between Jersey cattle (♂) and Gannan yaks (♀)) from Linxia County, Linxia Hui Autonomous Prefecture (34°51′50′ N, 102°26′9′ E), in good physical condition and without any diseases, were sampled. Testicular tissues were collected after yaks were euthanized. The testicles of cattle–yak were obtained by castration via veterinary surgery. Collect the ipsilateral testicular tissues and immediately immerse them in liquid nitrogen for snap-freezing. The samples were sent to the Lanzhou Institute of Husbandry and Pharmaceutical Sciences of the Chinese Academy of Agriculture for subsequent Ribo-seq and Western blot (WB) to detect protein expression levels. Transcriptome data for the same sample have been uploaded to the National Center for Biotechnology Information (NCBI; https://www.ncbi.nlm.nih.gov; accession number: GSE208693 (accessed on 23 July 2022)) [5].

### 2.2. Ribosome Footprint (RF) Recovery, Library Construction, and Sequencing

Six samples were ground in liquid nitrogen and dissolved in 400 µL of lysis buffer. Ribosome analysis techniques were based on those in previously reported protocols [20]. The lysate was incubated at 4 °C for 10 min, and the cells were crushed 10 times through a 26 G needle. The lysates were centrifuged at 20,000× *g* for 10 min at 4 °C. Then, 10 µL of RNase I (NEB, Ipswich, MA, USA) and 6 µL of DNase I (NEB, Ipswich, MA, USA) were added to the supernatant and incubated at room temperature in a Nutator mixer (VWR, Radnor, PA, USA) for 45 min. Next, 10 µL of SUPERase In-RNase inhibitor (Ambion, Austin, TX, USA) was added to stop the digestion reaction. To recover ribosomes, 100 µL of digested RFs were loaded onto a pre-equilibrated size exclusion column (Illustra MicroSpin S-400 HR column, GE Healthcare, Chicago, IL, USA), centrifuged at 600× *g* for 2 min, and eluted with 10 µL of an eluent (*w*/*v*) containing 10% sodium dodecyl sulfate. Then, 10 µL of 10% (*w*/*v*) SDS was added to the elution, and RFs with a size greater than 17 nt were isolated using the RNA Clean and Concentrator-25 kit (Zymo Research, R1017, Irvine, CA, USA). rRNA was removed using a previously reported method [21]. RFs were further purified using magnet beads (Vazyme, Nanjing, China). Subsequently, the NEBNext^®^ Multiple Small RNA Library Prep Set for Illumina^®^ (catalog nos. E7300S and E7300L) was used to construct the Ribo-seq library, and sequencing was performed using the Illumina HiSeq^TM^X10 platform by Gene Denovo Biotechnology Co. (Guangzhou, China).

### 2.3. Data Filtering, Comparison, and Analysis of Ribosome Characteristics

Fastp (v0.20.0) was used to filter low-quality reads, including the removal of adapter-containing reads, reads with an N ratio greater than 10%, all A-base reads, and low-quality reads with a base number of Q ≤ 20 accounting for more than 50% of the entire read. Bowtie2 (v2.2.8) [22] was used to remove reads aligned to the rRNA. A BLAST (v2.11.0) search of the rRNA-removed reads was then conducted against the GenBank and Rfam databases to identify and remove tRNAs in the samples. Similarly, reads mapped to snoRNAs, snRNAs, and miRNAs were removed. Reads with a length of 20–40 bp were retained for subsequent analysis. STAR (v3.1.0) [23] was used to align the above data to the yak reference genome (Version: BosGru 3.0), and RFs were assigned to different genomic features according to the aligned 5′-end position. Three-nucleotide periodicity was plotted using the riboWaltz (v1.1.0) R package [24].

### 2.4. Gene Abundance Quantification and Differentially Translated Gene (DTG) Analysis

RSEM (v1.2.19) [25] was used to calculate the read count in the ORFs of the coding gene, and FPKM was used to normalize the gene expression levels. Correlation analysis was conducted in R, and principal component analysis (PCA) was conducted using the R package gmodels (v2.18.1.1). DESeq2 (v1.20.0) [26] was used to identify inter-group DTGs. Genes with a |log_2_ fold change (FC)| ≥ 1 and false discovery rate (FDR) < 0.05 in a comparison were considered significant DTGs. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses were conducted. GSEA (v2.2.4) software [27] was used for gene set enrichment analysis.

### 2.5. Comparison of Transcriptional and Translational Differences

Pearson correlation coefficients (PCCs) between gene translation expression and transcript abundance in the group were calculated based on RNA-seq data [5], and a scatter plot was made. Based on the difference thresholds of genes in the two omics datasets, the genes were divided into the following five categories (based on the criteria |log_2_FC| ≥ 1 and FDR < 0.05): Transcription (only genes with significant transcriptional differences), Translation (only genes with significant translational differences), Homodirection (genes with significant differences in both omics datasets in the same directions), Opposite (genes with significant differences in both omics datasets but in opposite directions), and Unchanged (no significant differences in both omics datasets). After determining the numbers of various genes in each group, a scatter plot was made. The IGV browser was used to visualize the results at the whole-genome and single-gene levels. The STRING database was used to generate protein regulatory networks, and they were visualized in Cytoscape (Version 3.7.1, Paul Shannon, MA, USA).

### 2.6. TE (Translation Efficiency) Calculation and Analysis

TE was calculated using the following formula: TE = FPKM (Ribo-seq)/FPKM (RNA-seq) [28]. The coding sequence length, guanine–cytosine (GC) content, and normalized minimum free energy (NMFE) difference in the four TE groups (log_2_ (TE) ≤ −1, −1 < log_2_ (TE) ≤ 0, 0 < log_2_ (TE) ≤ 1, and log_2_ (TE) > 1) of yak and cattle–yak were calculated. RiboDiff [29] was used to identify differential translation efficiency genes (DTEGs) between groups; significant DTEGs were identified using the following criteria: |log_2_FC| ≥ 1 and FDR < 0.05. Based on the difference threshold of TE and the transcription level, the genes were divided into five categories (Transcription, TE, Homodirection, Opposite, and Unchanged; among these, TE represents genes that show significant differences only in translation efficiency) and differences in TE and transcription were compared.

### 2.7. uORF Identification and Analysis

We performed a customized ORFfinder search of transcript sequences annotated as non-coding regions and extracted untranslated region (UTR) sequences to identify uORFs containing AUG codons. Similarly, FPKM was used to normalize the translation levels of uORFs. The ORF score and ribosome release score (RRS) based on the abundance and location distribution of each uORF were calculated, and the Fickett score based on uORF sequence features and Hexamer score were also calculated. Potentially translated uORFs were determined based on the four aforementioned values. The sequence length and GC content of translated and untranslated uORFs (based on sequences with FPKM ≥ 1) in yak and cattle–yak were determined. NMFE was used to define the sequence stability of secondary structures, and this was calculated by ViennaRNA RNAfold (v2.1.9) [30] and normalized by the sequence length. *p*-values were determined by Student’s *t*-test between translated and untranslated uORFs. Motif analysis of the starting codons of all uORFs was performed using MEME, and significance analysis was conducted using chi-square tests. The Kozak sequence of uORFs and the effect of the distance between uORFs and major ORFs (mORFs) on the translation ability were determined for both translated and untranslated uORFs. A scatter plot of differential changes between uORFs and downstream mORFs was made. Correlations between the uORF length, GC content, NMFE, and TE of the gene were calculated, and the regression diagram was made using the R package visreg.

### 2.8. Protein Extraction and Determination

Six samples were ground and weighed in liquid nitrogen, and 50 mg was dissolved in 400 µL of high-efficiency RIPA tissue lysate (R0010, Solarbio, Beijing, China) of phenylmethanesulfonyl fluoride (1 mM, P0100-1, Solarbio) [31]. After three cycles of freezing and thawing, centrifugation was performed at 12,000× *g* for 15 min, and the supernatant was collected. After the replicate samples in the group were fully mixed, the BCA protein detection kit (PC0020, Solarbio) was used to determine the protein concentration. The sample protein concentration was diluted to 5 µg/µL using RIPA lysis. Protein samples were isolated using 4–20% ProteinEle Precast Tris–Glycine Gel (PG42010-N, Solarbio). The concentrated gel was cut based on the size of the target protein band and transferred to a polyvinylidene fluoride membrane (PVDF, 0.2 µm, ISEQ00010, Immobilon, Darmstadt, Germany). The PVDF membrane was blocked in protein-free rapid blocking solution (SW3012, Solarbio) for 1.5 h and incubated with primary antibody at 4 °C overnight. The rabbit polyclonal antibodies used included MEI1 (1:500, bs-6387R, Bioss, Beijing, China) and FTSJ1 (1:1500, 11620-1-AP, Proteintech, Wuhan, China), and the mouse polyclonal antibody used was β-actin (1:4000, 66009-1-AP, Proteintech). After incubation, the membrane was washed with TBST solution (Tris-buffered saline containing 0.1% Tween-20); it was then incubated with horseradish peroxidase-conjugated goat anti-rabbit lgG (1:4000, HS101-01, Transgen, Beijing, China) and goat anti-mouse lgG (1:4000, HS201-01, Transgen) at 37 °C for 1 h. Protein bands were visualized by adding WesternBright ECL HRP substrate (K-12045-D50, Advansta, California, CA, USA). Protein images were obtained using a chemiluminescence instrument. The final measurements were taken and calculations were performed using ImageJ (v1.54p) software. Statistical analysis was performed using SPSS 26.0 (IBM, Armonk, NY, USA). After assessing the homogeneity of variance and normality of the data using the Shapiro–Wilk test and Levene’s test, the independent-samples *t*-test was employed for analysis.

## 3. Results

### 3.1. Read Quality, Alignment, and Ribosome Footprint (RF) Distribution According to Testicular Ribo-Seq

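Ribo-seq, which sequences the mRNA fragments that ribosomes protect from nuclease digestion, was performed on testes of 3 yaks and 3 cattle–yaks. The paper gives an age of 4 years for the yaks, and the labels of the libraries give 4 years for both groups. Values for 20965 genes were deposited for these 6 libraries and for 6 libraries of younger yaks that the paper does not report. The authors trimmed the reads with fastp, removed rRNA and other small RNA reads with Bowtie2 and BLAST, and kept reads of the length of RFs. They aligned these reads to the yak genome with STAR and used RSEM to obtain the expected count of each gene in its ORF and its FPKM. The deposited expected counts are whole numbers without normalization. The total count on genes was 16304058 to 17862516 per yak library, with a median of 17796018, and 38437889 to 52616039 per cattle–yak library, with a median of 38616961. On average, a cattle–yak library held 2.50 times the counts of a yak library. The depth that the paper reports is that of the clean reads before removal of rRNA, with paper's means of 99624864 in yak and 119345057 in cattle–yak, whereas the tests on genes used the total counts. Genes with low counts were removed with edgeR's filterByExpr, libraries were scaled by TMM, and the groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene with an adjusted p below 0.05 and a log2 fold change of at least 1 in either direction was counted as a DTG. The standard error of a log2 fold change was approximated as its size divided by the square root of the F statistic. For a gene with at most 3 counts in each library of a group, the fold is given as a lower bound that takes 3 counts for that group, which covers counting error only. The tables identify genes by Ensembl identifier, with a symbol for 13662 of them, and give no positions.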

A total of 99,624,864 and 119,345,057 clean reads were obtained on average in the yak and cattle–yak groups, respectively (Supplementary Table S1). Reads mapped to rRNAs, tRNAs, snRNAs, snoRNAs, and miRNAs were removed (Supplementary Table S2). Given that the ribosome-protected fragments were approximately 30 bp, we only retained reads with a length of 20 bp to 40 bp for subsequent analysis. The obtained reads were aligned to the yak reference genome sequence (version: BosGru 3.0) using STAR (v3.1.0) software, and RFs were obtained; the comparison rate was approximately 95.51% (cattle–yak) and 79.88% (yak) (Supplementary Table S3). Most RFs were mapped to the coding sequence (CDS) region of coding genes (yak: 86.03%; cattle–yak: 91.47%); RFs were rarely mapped to the UTR (Figure 1A).

The main peaks in the lengths of RFs in cattle–yak and yak were 28 nt and 30 nt, respectively (Figure 1B). Given that the residence time of the ribosome is longest at the first base position of the codon, the RFs in the CDS region showed a clear ‘high–low–low’ distribution of trinucleotides (Figure 1C). The yak and cattle–yak groups could be clearly distinguished in a PCA plot (Figure 1D), and the PCC of repeated samples in the group was greater than 0.94 (Figure 1E). This high correlation is consistent with the expression distribution of Ribo-seq data (Figure 1F). These findings demonstrate the reliability and accuracy of the Ribo-seq data. 

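Pearson's correlation of FPKM across genes between libraries of the same group was 0.940, 0.951 and 0.970 for the 3 pairs of yak libraries and from 0.975 to 0.990 for the 3 pairs of cattle–yak libraries. Between a yak and a cattle–yak library it was 0.512 to 0.630. Genes are not independent replicates, so these correlations describe the libraries and carry no p-value. The scale of the values moved the correlation most in yak, where its mean was 0.954 for FPKM and 0.987 for log2(FPKM + 1). In a PCA of FPKM, the first component held 90.9% of the variance and separated the 3 yak from the 3 cattle–yak libraries, and the second held 4.41%. In a PCA of log2(FPKM + 1), the first component separated the groups as well, and the second held 2.98%. Replicate libraries differed by more than counting noise, with a chi-square per degree of freedom over genes of 26.4 to 37.9 for pairs of yak libraries and 40.5 to 74.7 for pairs of cattle–yak libraries.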

The global transcriptional and translational landscapes of yak and cattle testes are presented in Figure 1G.

### 3.2. Translational Down-Regulation of Spermatogenesis Genes Is Prevalent in Cattle–YAK Testis

The number of RF genes detected in the cattle–yak and yak groups was 18,918 and 19,115, respectively. 

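Both numbers were obtained from the deposited table as the genes with a group mean FPKM above 0. In both groups 18383 genes were detected, while 732 were detected in yak alone and 535 in cattle–yak alone. A mean FPKM of at least 1 was reached by 75 of the 732 genes and by 48 of the 535 genes. When at least 1 count was required in every library of a group, 16831 genes were detected in cattle–yak and 17365 in yak. A mean FPKM of at least 1 was the criterion that changed the numbers most, to 13099 and 14718 genes. A count of 0 allows up to 3 counts, which is a CPM (counts scaled to the library total) of 0.184 in the yak library with the lowest total and 0.078 in the cattle–yak library with the lowest total, so a gene missing from yak was tested less deeply than a gene missing from cattle–yak.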

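The test covered 16498 genes. It gave 2814 DTGs with higher and 4453 DTGs with lower translation levels in cattle–yak, so that 61.3% of the DTGs were lower. The median log2 fold change of all tested genes was −0.00. Limma on log2(FPKM + 1) moved the numbers most, to 2236 higher and 3584 lower DTGs. With each library left out in turn, there were 2673 to 3121 higher and 4126 to 4438 lower DTGs. The authors' deposited comparison, at the threshold of the methods, holds 7497 calls, of which 7046 were called in the same direction here and 0 in the opposite direction. Among the DTGs whose mean log2 CPM was above the median of tested genes and whose groups did not overlap, the 3 with the lowest and the 3 with the highest log2 fold change were at the limit of detection in one group. *SPEM2* (ENSBGRG00000019492) had 2115 to 2448 counts per library in yak and at most 3 in cattle–yak, at least 1535-fold lower. ENSBGRG00000013335 and ENSBGRG00000010596, which have no symbol, were at least 396-fold and at least 585-fold lower. ENSBGRG00000017926, ENSBGRG00000018859 and ENSBGRG00000016323 had no counts in any library of yak of 4 years and were at least 594-fold, 559-fold and 406-fold higher in cattle–yak. None of these 3 genes has a symbol, and the description of ENSBGRG00000017926 is histone H4, a protein encoded by several near-identical genes among which reads could be split, so its value is uncertain. All reads were aligned to the yak genome, so reads with cattle sequence could be placed on other gene copies. This was not tested for these genes, so their folds need not reflect translation. ENSBGRG00000018859 had a CPM of at most 0.163 in the younger yak as well. All 6 genes were called in each of the 6 fits that left out 1 library.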

We identified 2,760 and 4,734 translationally up-regulated and down-regulated genes in cattle–yak, respectively, using the following criteria: FDR < 0.05 and |log_2_FC| > 1 (Supplementary Table S4 and Figure 2A). 

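*ACE* (ENSBGRG00000015697) had an FPKM of 1116 ± 127 (SD, n = 3) in yak and 6.85 ± 1.17 (SD, n = 3) in cattle–yak. Its log2 fold change was −6.75 (standard error 0.196, adjusted p = 3.91e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and from −6.80 to −6.60 with each library left out. The log2 ratio of its mean FPKM was −7.35, a larger fall than that of its counts. FPKM also divides by the effective length that RSEM estimates for a gene in each library. The count per FPKM of *ACE*, relative to the median gene of the same library, was 1.54 ± 0.00292 (SD, n = 3) in yak and 2.34 ± 0.155 (SD, n = 3) in cattle–yak (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). *GAPDHS* (ENSBGRG00000025264) had an FPKM of 542 ± 19.7 (SD, n = 3) in yak and 1.32 ± 0.174 (SD, n = 3) in cattle–yak, a log2 fold change of −8.66 (standard error 0.183, adjusted p = 3.83e-07 from the same edgeR test). *PDGFRA* (ENSBGRG00000024258) changed in the opposite direction, with a log2 fold change of 1.09 (standard error 0.278, adjusted p = 0.0085 from the same edgeR test).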

The top five genes in DTGs include *ACE*, *GAPDHS*, and *PDGFRA*. GO enrichment analysis showed that DTGs were involved in spermatogenesis, gamete generation, sperm part, cilium, motile cilium, and sperm flagellum (Figure 2B). 

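The DTGs of each GO term were counted among the 13325 tested genes with a GO annotation, of which 5334 (40.0%) were DTGs, and compared by a one-sided Fisher's exact test with Benjamini-Hochberg adjustment over 16 GO and KEGG terms. Only genes annotated directly to a term in the deposited tables were counted. In this exact test, spermatogenesis held 94 DTGs among 172 genes (odds ratio 1.82, adjusted p = 0.000428) and sperm flagellum 24 among 33 (odds ratio 4.01, adjusted p = 0.000453). Motile cilium held 23 among 38 genes (odds ratio 2.30, adjusted p = 0.0193) and cilium 54 among 108 (odds ratio 1.50, adjusted p = 0.0444, same exact test). In gamete generation, 6 of 16 genes were DTGs (odds ratio 0.899, adjusted p = 0.768, same exact test). No gene of the tables is annotated directly to sperm part, so this term was not tested. Splitting the DTGs by direction moved the result most. Among lower DTGs alone, the odds ratio was 2.47 for spermatogenesis and 6.72 for sperm flagellum, and among higher DTGs alone both were below 1. With all tested genes as the background, cilium (adjusted p = 0.285) and motile cilium (adjusted p = 0.0864) no longer passed in the exact test.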

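The GO sets were tested with limma's camera on the counts, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the same 16 terms. The spermatogenesis set (172 genes) had a median log2 fold change of −0.37 and 103 genes with lower translation levels (adjusted p = 0.00517 from limma's camera). Its quartiles were −2.24 and 0.63. The gamete generation set (16 genes) had a median log2 fold change of −0.48, and 11 of its genes were lower (adjusted p = 0.412 from limma's camera). In fgsea, a permutation test, the normalized enrichment score was −1.47 for spermatogenesis (adjusted p = 0.000363) and −1.11 for gamete generation (adjusted p = 0.545). With the limma test fry, the adjusted p of gamete generation was 0.000346. Of the 16 sets, 10 passed an adjusted p of 0.05 in camera, and each of them passed in fry as well. With the correlation estimated from the 6 libraries, 0 of 16 passed and 3 had an unadjusted p below 0.05.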

Gene set enrichment analysis (GSEA) revealed that the translation levels of spermatogenesis (Figure 2C) and gamete generation (Figure 2D) gene sets were generally reduced in cattle–yak. 

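Sperm flagellum (33 genes) had a median log2 fold change of −2.66 in cattle–yak over yak, with 25 of its genes lower (adjusted p = 4.24e-09 from limma's camera). Motile cilium (38 genes) had a median log2 fold change of −1.55 with 29 genes lower (adjusted p = 0.000278 from limma's camera). The fall was smaller for cilium (108 genes), with a median log2 fold change of −0.46 and 68 genes lower (adjusted p = 0.0188 from limma's camera). Across the 6 fits that each left out 1 library, the adjusted p from limma's camera remained below 0.05 for these 3 sets and was highest for cilium, at 0.0284. Their normalized enrichment scores in fgsea were −1.59, −1.56 and −1.35.

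**Figure D1:**
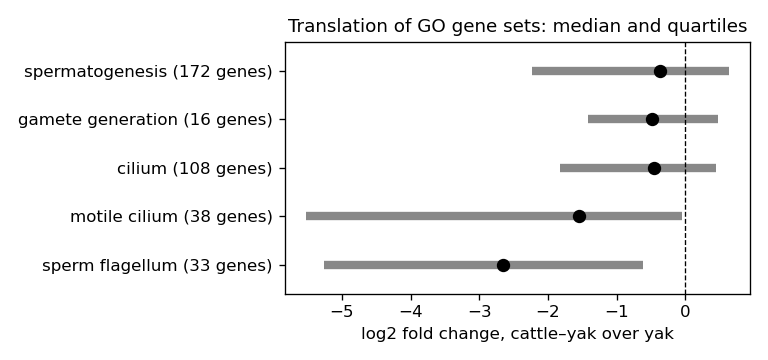
Median (dot) and quartiles (bar) of the log2 fold change, cattle–yak over yak, of the genes of 5 GO sets, with the number of genes tested in each set; the dashed line marks no change. The median of each set lies below no change, and the bars of motile cilium and sperm flagellum lie wholly below it.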

The translation level of genes involved in sperm part, cilium, motile cilium, and sperm flagellum was generally lower in cattle–yak than in yak (Supplementary Figure S1). Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis showed that DTGs were mainly enriched in Focal adhesion, ECM–receptor interaction, Tight junction, Hippo signaling pathway, and Apoptosis and other pathways (Figure 2E). These pathways play an important role in cell migration, proliferation, differentiation, apoptosis, and testicular spermatogenesis.

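Of 6396 tested genes with a KEGG annotation, 2520 (39.4%) were DTGs. Tight junction held 73 DTGs among 140 genes (odds ratio 1.70, adjusted p = 0.00361, one-sided Fisher's exact test). Apoptosis held 63 among 131 genes (odds ratio 1.44, adjusted p = 0.0452) and ECM–receptor interaction 38 among 75 (odds ratio 1.59, adjusted p = 0.0487, same exact test). The odds ratio was 1.28 for Focal adhesion, with 81 DTGs among 179 genes (adjusted p = 0.0896), and 1.28 for Hippo signaling pathway, with 75 among 166 (adjusted p = 0.0964, same exact test). Counted by direction, Focal adhesion passed among the higher DTGs (58 genes, odds ratio 1.88, adjusted p = 0.000509) and Hippo signaling pathway among the lower DTGs (47 genes, odds ratio 1.74, adjusted p = 0.00409, same exact test). ECM–receptor interaction passed in neither direction alone (odds ratio 1.31, adjusted p = 0.512 among higher and odds ratio 1.48, adjusted p = 0.192 among lower DTGs, same exact test). Among the higher DTGs, Tight junction had an odds ratio of 2.18 and Apoptosis of 1.98. With all tested genes as the background, none of the 5 pathways passed, and their adjusted p ranged from 0.0864 for Tight junction to 0.601.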

### 3.3. Transcription–Translation Coordination Controls Spermatogenesis

We found that the translation and transcription levels were positively correlated in cattle–yak and yak, but this correlation was stronger in cattle–yak (Figure 3A) than in yak (Figure 3B). The proportions of genes in five categories (based on the criteria |log_2_FC| ≥ 1 and FDR < 0.05) characterized by different magnitudes and directions of translation and transcription were as follows (Figure 3C and Supplementary Table S5): Transcription (18.84%, 3949), Translation (11.64%, 2441), Homodirection (23.81%, 4992), Opposite (0.30%, 63), and Unchanged (45.41%, 9520).

We conducted GO enrichment analysis on genes in the Homodirection and Translation groups. Homodirection-group genes were enriched in spermatogenesis, male gamete generation, sexual reproduction, and spermatid development (Figure 3D). Translation-group genes were enriched in biological processes related to meiosis, such as meiotic chromosome segregation, chromosome organization involved in meiotic cell cycle, meiotic cell cycle process, and meiotic cell cycle (Figure 3E). We performed PPI analysis on 135 genes enriched in spermatogenesis in the Homodirection group and retained genes with a Degree > 3 (Figure 3F); the top five most connected genes were *SPTAT16*, *PIWIL1*, *DPY19L2*, *KLHL10*, and *SUN5*. 

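In the table, these genes are *SPATA16* (ENSBGRG00000003501), *PIWIL1* (ENSBGRG00000009726), *DPY19L2* (ENSBGRG00000007950), *KLHL10* (ENSBGRG00000014148) and *SUN5* (ENSBGRG00000004983). All 5 were DTGs with lower translation levels in cattle–yak in every fit with 1 library left out. *SPATA16* had an FPKM of 47.6 ± 0.318 (SD, n = 3) in yak and 0.850 ± 0.355 (SD, n = 3) in cattle–yak, a log2 fold change of −5.77 (standard error 0.315, adjusted p = 2.42e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was −6.22 for *DPY19L2*, −9.43 for *KLHL10* and −9.58 for *SUN5*. *KLHL10* and *SUN5* had few counts in cattle–yak: 41, 3 and 4 counts of *KLHL10* and 20, 2 and 0 counts of *SUN5*, against at least 1413 counts of either gene in each yak library. Without cattle–yak replicate 1, the log2 fold change of *KLHL10* was −11.36, and *SUN5* was at the limit of detection in both remaining cattle–yak libraries. Of the 43 other genes drawn in Fig. 3F, 39 were DTGs lower in cattle–yak, *SOX9*, *ZBTB16* and *DMRT1* were DTGs higher in cattle–yak, and *SPO11* was not called, with a log2 fold change of −1.07 (adjusted p = 0.0767 from the same edgeR test). With DESeq2, with the replicate number as a block and without cattle–yak replicate 1, all 43 genes were called, 40 of them lower. In edgeR with TMM scaling and all libraries, the numbers were the same when adjusted over the list alone. With scaling by library size alone, and in limma on log2(FPKM + 1), adjustment over the list raised the lower DTGs from 39 to 40. Such adjustment is not independent evidence, because the study chose the list on these samples.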

The IGV view showed that the transcription and translation levels of *PIWIL1* were significantly reduced in the testes of cattle–yak (Figure 3G). 

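*PIWIL1* had 13798 to 15395 counts per library in yak and 4382, 1279 and 742 counts in the 3 cattle–yak libraries. Its FPKM was 316, 295 and 361 in yak, with a mean of 324 ± 33.6 (SD, n = 3), and 31.9, 12.7 and 7.40 in cattle–yak, with a mean of 17.3 ± 12.9 (SD, n = 3). The log2 fold change of its translation level was −4.20 (standard error 0.525, adjusted p = 0.000185 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was −5.02 without cattle–yak replicate 1, the library with the highest level, and −3.82 without cattle–yak replicate 3.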

PPI analysis was performed on the genes involved in meiosis in the Translation group. 

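Among meiosis genes, *SMC1B* (ENSBGRG00000000470) had an FPKM of 85.8 ± 13.8 (SD, n = 3) in yak and 33.7 ± 14.5 (SD, n = 3) in cattle–yak. Its log2 fold change was −1.33 (standard error 0.290, adjusted p = 0.00388 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was a DTG in each of the 6 fits with 1 library left out. *MEIOB* (ENSBGRG00000026058) had an FPKM of 35.7 ± 4.10 (SD, n = 3) in yak and 17.4 ± 8.88 (SD, n = 3) in cattle–yak, a log2 fold change of −1.01 (standard error 0.337, adjusted p = 0.0276 from the same edgeR test). It was a DTG in 2 of the 6 fits with 1 library left out and was lost without yak replicate 1 (−0.94), yak replicate 3 (−0.88), cattle–yak replicate 2 (−0.72) or cattle–yak replicate 3 (−0.89). Without cattle–yak replicate 1 its log2 fold change was −1.52. *MEI1* (ENSBGRG00000009152) had an FPKM of 5.23 ± 1.01 (SD, n = 3) in yak and 2.58 ± 0.601 (SD, n = 3) in cattle–yak. Its log2 fold change of −0.997 (standard error 0.228, adjusted p = 0.00497 from the same edgeR test) was just short of the threshold of 1, so that it was not counted as a DTG. It passed with DESeq2 at −1.02, with scaling by library size alone at −1.02 and with the replicate number as a block at −1.01. It also passed without yak replicate 1 at −1.06 and without cattle–yak replicate 1 at −1.21, and fell by 0.80 in limma on log2(FPKM + 1). The other 8 genes drawn in Fig. 3H (*TERB1*, *MEIOC*, *MSH4*, *TOPAZ1*, *SMC4*, *MLH3*, *TEX15* and *SUN1*) were all DTGs lower in cattle–yak, from −2.94 for *MEIOC* to −1.04 for *SMC4*, which was called in 3 of the 6 fits with 1 library left out. It was lost at −0.80 without yak replicate 3, at −0.88 without cattle–yak replicate 2 and at −0.92 without cattle–yak replicate 3. The study chose the genes of Fig. 3H by their change in these same libraries, so their calls here are not independent evidence.

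**Figure D2:**
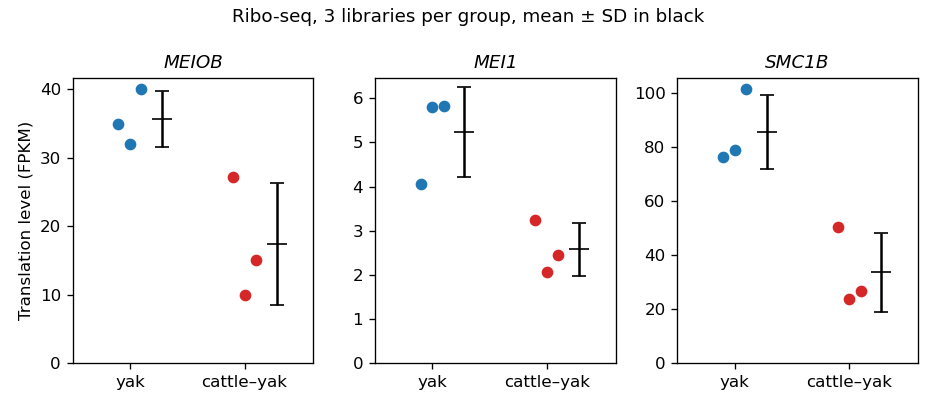
Translation level (FPKM) of *MEIOB*, *MEI1* and *SMC1B* in the 3 yak and 3 cattle–yak libraries, one point per library, with mean and SD. The 3 cattle–yak points lie below the 3 yak points for each gene, and the highest cattle–yak point of each gene is replicate 1.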

The three genes with the most connections were *MEIOB*, *MEI1*, and *SMC1B* (Figure 3H). The WB results showed that the expression levels of *FTSJ1* (Opposite) and *MEI1* (Translation) were significantly increased and decreased in the testes of cattle–yak, respectively (Figure 3I), which was consistent with the results of Ribo-seq.

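By Ribo-seq, *FTSJ1* (ENSBGRG00000017760) had an FPKM of 3.66 ± 0.594 (SD, n = 3) in yak and 8.23 ± 0.883 (SD, n = 3) in cattle–yak. Its log2 fold change was 1.17 (standard error 0.220, adjusted p = 0.00174 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was a DTG in every fit with 1 library left out, from 1.13 to 1.41. In limma on log2(FPKM + 1) its log2 fold change was 0.99, below the threshold. *MEI1* had 278, 399 and 366 counts in the 3 yak libraries and 656, 306 and 363 counts in the 3 cattle–yak libraries, which hold more counts in total. For the WB, the methods state that the replicate samples of a group were mixed before the protein concentration was measured, whereas the Ribo-seq values come from 1 library per animal.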

### 3.4. Identification of DTEGs and Analysis of CDS Characteristics

TE can directly measure the utilization efficiency of RNA, which is calculated as FPKM (Ribo-seq)/FPKM (RNA-seq). A total of 4,236 DTEGs were identified in yak and cattle–yak (Figure 4A and Supplementary Table S6), of which 1,263 were up-regulated and 2,973 were down-regulated in cattle–yak. According to the KEGG analysis, the DTEGs were mainly enriched in metabolic pathways, lysosome, ECM–receptor interaction, and Notch signaling pathway (Figure 4B).

The genes were divided into five categories based on differences between the TE and transcription level (Supplementary Table S7). The number of genes in the Opposite group (2,334 genes) was much higher than that in the Homodirection group (327 genes) (Figure 4C), indicating that the TE of most genes gradually decreases as the mRNA expression level increases. We also analyzed the effect of CDS characteristics on the translation of genes in yak and cattle–yak testes. We found that genes with higher TE in yak testes have shorter CDS lengths, lower GC content, and higher normalized minimum free energy (NMEF) (Figure 4D). However, the TE level of genes in the testes of cattle–yak was not consistent with the aforementioned sequence characteristics of the CDS region (Figure 4E).

### 3.5. Characteristics of uORFs and Their Effect on mORF Translation

uORFs are ORFs whose initiation codons are positioned upstream of the CDS, and they can inhibit the translation initiation of CDSs by competitively binding to ribosomes. We provide a more detailed description of the uORFs in yak and cattle–yak. There were 3,499 uORFs in 2,012 genes in yak (Figure 5A) and 3,380 uORFs in 2,061 genes in cattle–yak (Figure 5B). The length of the uORFs mostly ranged from 50 to 200 bp, and more than half of the genes had only one uORF. We predicted the coding ability of all identified uORFs based on analysis of the ORF score, RRS, Fickett score, and Hexamer score. A total of 82 potentially translated uORFs were screened (Figure 5C). We annotated the identified uORFs with an average FPKM ≥ 1, and uORFs in six genes were annotated, including *EIF4G1*, *CAMTA2*, and *PKP4* (Supplementary Table S8).

We then characterized translated and untranslated uORF sequences of yak and cattle–yak, and the length of the translated uORF sequences was shorter than that of untranslated uORF sequences (Figure 5D and Supplementary Figure S2A); in addition, the GC content was higher in the translated uORF sequences than in untranslated uORF sequences (Figure 5E and Supplementary Figure S2B). The NMFE of translated uORFs was higher than that of untranslated uORFs in yak (Figure 5F); no significant difference in the NMFE of translated and untranslated uORFs was observed in cattle–yak (Supplementary Figure S2C). Kozak sequence analysis of uORFs showed that the Kozak sequence of translated uORFs was more conserved than that of untranslated uORFs. For example, the occurrence probability of cytosine at the translated uORF-5 position of yak and cattle–yak was higher than that of untranslated uORFs (Figure 5G and Supplementary Figure S2D). The distance between the last uORF of each gene and the mORF start codon (CDS start) was calculated. The normalized distance from the translated uORF to the CDS start of the mORF is shorter in both yak (Figure 5H) and cattle–yak (Supplementary Figure S2E). The Kozak sequence of mORFs was more conserved than that of uORFs (Figure 5I).

To clarify the effect of uORFs on the translation of downstream mORFs, we made a scatter plot of differential changes in uORFs and downstream mORFs with FPKM ≥ 1 in at least one group (Figure 5J), which showed moderate correlation. In our study, the number of untranslated uORFs and translated uORFs had no significant effect on the TE of genes in yak (Figure 5K) and cattle–yak (Figure 5L).

## 4. Discussion

Several studies have characterized changes in the mRNA levels of genes involved in the arrest of spermatogenesis in cattle–yak [7]. However, the expression of protein-coding genes might be regulated at the post-transcriptional level. The role of the translation level in testicular spermatogenesis arrest in cattle–yak has not yet been studied. Through integrated Ribo-seq and RNA-seq analyses, we found that spermatogenesis genes exhibit not only transcriptional defects but also widespread translational suppression. Specifically, the dysregulation of meiotic regulators, structural components of sperm part, and uORF-mediated translational control mechanisms elucidates novel pathogenic pathways (Figure 6). Our findings provide new insights with implications for the study of spermatogenesis arrest in cattle–yak, and the specific mechanism of action needs further investigation.

The RFs of both yak and cattle–yak in the CDS region showed a clear ‘high–low–low’ distribution of trinucleotides, which was consistent with the findings of a previous study [32]. The main peak in the RF length was between 28 and 30 nt, which is consistent with that observed in mammals [33]. The abundance of *ACE* and *GAPDHS* was significantly lower in cattle–yak testes than in yak testes. High levels of testicular ACE are only present in round and elongated sperm cells. This specificity stems from an intragenic promoter that is only active in male germ cells [34], which is also consistent with the presence of only a small number of round sperm cells and the lack of long sperm cells in cattle–yak [6]. *PDGFRA* is a marker gene of stem Leydig cells, and it was more highly expressed in cattle–yak than in yak [35]. 

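*PDGFRA* had an FPKM of 31.4, 36.2 and 61.2 in the 3 yak libraries and 74.7, 120 and 75.7 in the 3 cattle–yak libraries, with means of 42.9 ± 16.0 (SD, n = 3) and 90.0 ± 25.8 (SD, n = 3). Each cattle–yak library lay above each yak library. The log2 fold change was 0.84 without cattle–yak replicate 2 and 0.997 without yak replicate 1, both below the threshold of 1, and up to 1.48 in the other 4 fits with 1 library left out. Its adjusted p in these fits ranged from 0.0016 to 0.0261 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.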

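*ACTA2* (ENSBGRG00000017216) had an FPKM of 105 ± 10.7 (SD, n = 3) in yak and 583 ± 161 (SD, n = 3) in cattle–yak, a log2 fold change of 2.49 (standard error 0.216, adjusted p = 2.34e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *MYH11* (ENSBGRG00000024236) had an FPKM of 13.5 ± 1.04 (SD, n = 3) in yak and 62.2 ± 13.5 (SD, n = 3) in cattle–yak, a log2 fold change of 2.21 (standard error 0.188, adjusted p = 2.13e-05 from the same edgeR test). *IGF1* (ENSBGRG00000000290) rose from 21.7 ± 2.38 (SD, n = 3) to 68.7 ± 24.3 (SD, n = 3) FPKM, a log2 fold change of 1.69 (standard error 0.257, adjusted p = 0.000555 from the same edgeR test). The smallest change was that of *NR4A1* (ENSBGRG00000000523), from 3.78 ± 1.16 (SD, n = 3) to 8.91 ± 1.69 (SD, n = 3) FPKM, a log2 fold change of 1.25 (standard error 0.249, adjusted p = 0.00248 from the same edgeR test). All 4 genes were DTGs in every fit with 1 library left out, with a lowest log2 fold change of 1.09 for *NR4A1*. The description of *ACTA2* is smooth muscle actin. In separate marker lists, the median log2 fold change was 2.02 for peritubular myoid cells and 1.65 for Leydig cells. The libraries hold all cells of the testis, so the rise of these 4 genes cannot be assigned to Leydig cells.

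**Figure D3:**
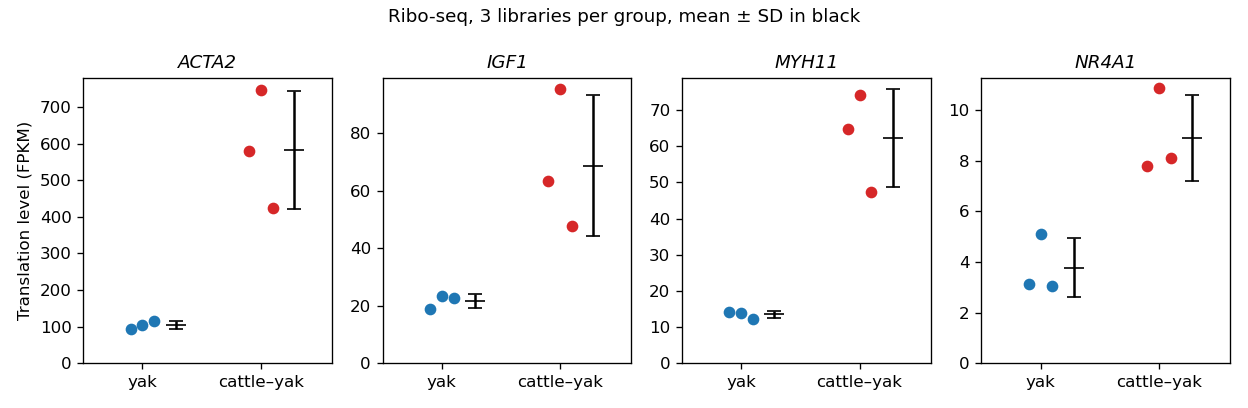
Translation level (FPKM) of *ACTA2*, *IGF1*, *MYH11* and *NR4A1* in the 3 yak and 3 cattle–yak libraries, one point per library, with mean and SD. For each gene, the 3 cattle–yak points lie above the 3 yak points.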

The expression of the Leydig cell marker genes *ACTA2*, *IGF1*, *MYH11*, and *NR4A1* was also significantly increased, indicating that new Leydig cells could be regenerated in cattle–yak; this might also explain why cattle–yak could secrete testosterone normally and had normal sexual desire [36]. GSEA showed significant translational down-regulation of spermatogenesis and sperm composition genes in cattle–yak testes versus yaks. This is consistent with the general speculation that spermatogenesis arrest in cattle–yak begins when spermatogonial stem cells differentiate into spermatocytes and intensifies during meiosis [37]. 

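Of the 172 tested genes of the spermatogenesis set, 67 were DTGs lower in cattle–yak and 27 were DTGs higher. The set of spermatid development (68 genes) had a median log2 fold change of −1.52, with 37 lower and 6 higher DTGs (adjusted p = 2.54e-06 from limma's camera). Among the sperm flagellum genes, 21 were lower and 3 were higher DTGs, and among the cilium genes 41 were lower and 13 higher. The meiotic cell cycle set (18 genes) had a median log2 fold change of −0.64 with 7 lower and 1 higher DTG (adjusted p = 0.386 from limma's camera). The paper relates its gene set enrichment analysis to a general speculation on the stage at which spermatogenesis stops in cattle–yak, at and after the differentiation of spermatogonial stem cells.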

The KEGG results showed that DTGs were enriched in pathways such as Focal adhesion, ECM–receptor interaction, and Tight junction. The ECM–receptor signaling pathway can regulate cell proliferation and differentiation, which affects the differentiation process from spermatogonia to spermatocytes [38]. Focal adhesion proteins are also critically important for ensuring normal meiosis [39]. Tight junctions are a major component of the blood–testis barrier, which helps maintain the microenvironment required for normal sperm production [40]. The dysregulated expression of genes related to these pathways in cattle–yak may contribute to the stagnation of their sperm.

Accurate spermatogenesis is precisely regulated at the transcriptional, post-transcriptional, and translational levels [41]. We conducted a joint analysis of the transcriptome and translation patterns of yak and cattle–yak testes. We found that the PCCs between the transcription and translation of genes were higher in cattle–yak than in yak. This may stem from the lack of spermatogenic cells of different types in the testis of cattle–yak, which affects post-transcriptional regulation. The landscape of testicular transcription and translation levels is not consistent. We found that the translational expression levels of certain key meiosis-related genes (such as *Mei1*, *MEIOB*, and *SMC1B*) in cattle–yak testes were significantly lower than those in yak, with no significant differences observed at the transcriptional level. This decoupling of transcriptional and translational regulation may reflect the involvement of post-transcriptional mechanisms. Previous studies have demonstrated that m6A modification can affect mRNA stability, and nuclear and translation efficiency [42], and there may be abnormal m6A modification in cattle–yak. RNA-binding proteins (RBPs) can modulate translation efficiency by interacting with 5′UTR or 3′UTR regions without altering mRNA abundance [43]. Additionally, activation of specific signaling pathways, such as mTOR, may selectively enhance the assembly of translation initiation complexes to promote translation of target mRNAs [44]. Mei1 is necessary for homologous recombination during meiosis in mammalian spermatogenesis [45,46]. The methylation levels of the *Mei1* promoter and genome are significantly higher in yak than in cattle–yak [47], and our results indicate that the Mei1 protein level was significantly lower in cattle–yak testes than in yak testes. *MEIOB* plays a critical role in the recruitment of recombinases during the early stages of homologous recombination and in the formation of crossovers in the mid-to-late phases of recombination. Mutations at multiple sites in *MEIOB* are associated with male infertility [48,49]. SMC1B, a specific component of the meiotic cohesin complex, is essential for meiotic chromosome dynamics, DNA recombination, axial element formation, and maintenance of telomere integrity [50]. The PIWIL1 protein can bind to piRNAs (PIWI-interacting RNAs), which affects the post-transcriptional regulation of gene expression. Spermatogenesis during meiosis I is severely impaired in PIWIL1-deficient golden hamsters [51]. In our study, *PIWIL1* in cattle–yak was significantly lower in both transcription and translation levels compared to yak, which is consistent with the results of Gu et al. [52].

The study of TE can provide insights into rapid changes in cell life activities. Our findings demonstrate that the TE of genes was higher in yak testes than in cattle–yak testes, which might stem from the fact that the complete spermatogenesis process requires the efficient synergy of multiple proteins. The KEGG results showed that lysosomes comprised the most significant signaling pathway for DTEGs, and 53 genes were enriched in this pathway; the TE of 49 genes was lower in cattle–yak than in yak. However, lysosomes are degradation centers and signaling hubs in cells, and they play key roles in maintaining cellular homeostasis [53]. Autophagy based on lysosomes is necessary for normal cell survival and plays a key role in the normal development of testicular cells [54]. Our findings indicate that as the mRNA expression level of most genes increases, TE gradually decreases, which is consistent with the results of a previous study of mammalian testes [19]. This might stem from mRNA modification, mRNA alternative splicing, and miRNA-mediated silencing or negative feedback inhibition associated with the translation of corresponding genes when the protein level increases. The sequence characteristics of genes affect increases in the proportion of mRNAs associated with ribosomes, as well as protein abundance [55]. High-TE genes in yak have shorter CDSs, a lower GC content, and higher NMEF than low-TE genes, which was consistent with the results of previous studies [56]. Shorter CDSs can reduce the probability of premature ribosome drop-off during translation [57]. Meanwhile, we speculate that in the high-altitude hypoxic environment, where energy metabolism is constrained, the low GC content and high NMEF weaken the stability of mRNA secondary structures, thereby adapting to the demands of translation kinetics under low-temperature conditions [58]. Meanwhile, the mRNA degradation rate may be suppressed by local regulatory factors (such as piRNA and miRNA) [59]. The absence of these characteristics in cattle–yak may prevent critical genes involved in spermatogenesis from synthesizing sufficient protein correctly. In our study, over half of the genes only had one uORF, but some genes contained up to thirteen uORFs. Six coding proteins were successfully annotated based on the identified uORFs. This is consistent with the results of a previous study showing substantial variation in the number of uORFs carried by each gene, and the number of uORFs that can be successfully annotated was less than 1% of the total number of uORFs [60]. EIF4G1 is a coding protein involved in the initiation of eukaryotic translation. It recruits mRNA to the translation machine by binding to EIF4E, thereby initiating protein synthesis, which is essential for the synthesis of a large number of proteins in spermatogenesis [61]. 

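*EIF4G1* (ENSBGRG00000003743) had an FPKM of 80.0 ± 0.368 (SD, n = 3) in yak and 43.5 ± 7.17 (SD, n = 3) in cattle–yak. Its log2 fold change was −0.87 (standard error 0.150, adjusted p = 0.00113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is short of the threshold of 1 for a DTG. It passed the threshold in 1 of the 6 fits with 1 library left out, at −1.03 without cattle–yak replicate 1, and was −0.77 without yak replicate 1.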

In our study, the translation level of *EIF4G1* in cattle–yak testes was significantly down-regulated, which may lead to specific mRNA translation failures. The flanking sequence of the translated uORF was more conserved than the Kozak sequence compared with the untranslated uORF, which was also observed in a mammalian model [62]. The Kozak sequence is one of the main factors affecting initial codon recognition [63]. When the AUG is located in the non-ideal Kozak sequence, the uORF coding level is low [64]. uORF is a *cis*-element that plays a widespread role in mORF translation inhibition, and it can inhibit the translation initiation of CDSs by competitively binding to ribosomes [65]. In our study, the number of untranslated uORFs and translated uORFs had no significant effect on gene TEs, which is inconsistent with the findings of many studies [66,67]. An ATG start codon in a poor context or a near-cognate start codon will increase the rates of leaky scanning, thereby decreasing the inhibitory effect of the uORF [68]. In our study, the Kozak sequence of the mORFs was more ideal than that of the uORFs, which might result in the disappearance of this inhibitory relationship. Although this study preliminarily revealed the critical role of translational regulation in spermatogenesis arrest in cattle–yak, the impact of uORFs on target-mORF TE is highly complex, and their precise mechanisms require further exploration. Meanwhile, this study used only three biological replicates. Although our PCA and correlation analyses confirmed the reliability of the data, future research will benefit from additional biological replicates to uncover more comprehensive and subtle effects.

## 5. Conclusions

In summary, we constructed a translation landscape of yak and cattle–yak testes, integrated transcriptome data, and identified key genes such as those encoding PIWIL1 and MEI1, suggesting that spermatogenesis is co-regulated by transcription and translation. A large number of uORFs were identified, and these encoded a small number of proteins and regulated the expression of downstream coding genes. These findings provide new insights with implications for the study of testicular spermatogenesis and male sterility in cattle–yak.

## Figures and Tables

**Figure 1:**
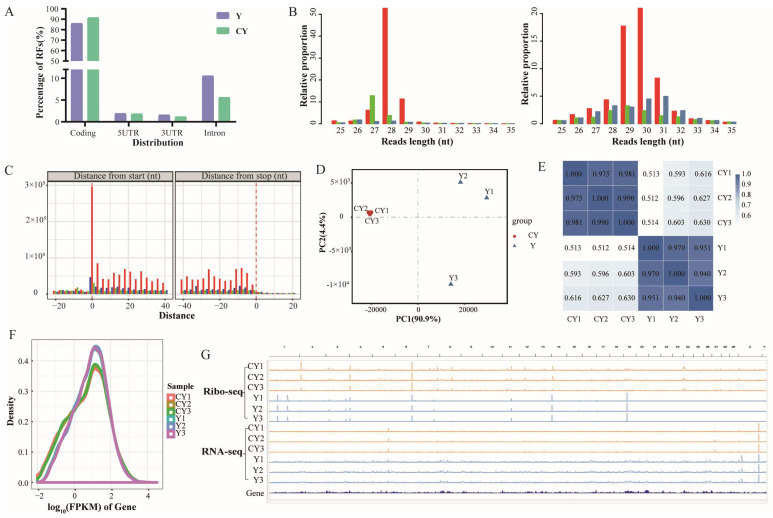
RNA-seq and Ribo-seq data of yak testes. (**A**) Distribution of RFs for CY and Y; (**B**) CY (**left**) and Y (**right**) RF alignment codon distribution map. (**C**) Distribution of trinucleotides. (**D**) PCA plot of samples. (**E**) Sample correlation heatmap. (**F**) Log_10_FPKM distribution of Ribo-seq data. (**G**) IGV browser view showing global RNA-seq and Ribo-seq landscape of yak and cattle–yak testicles.

**Figure 2:**
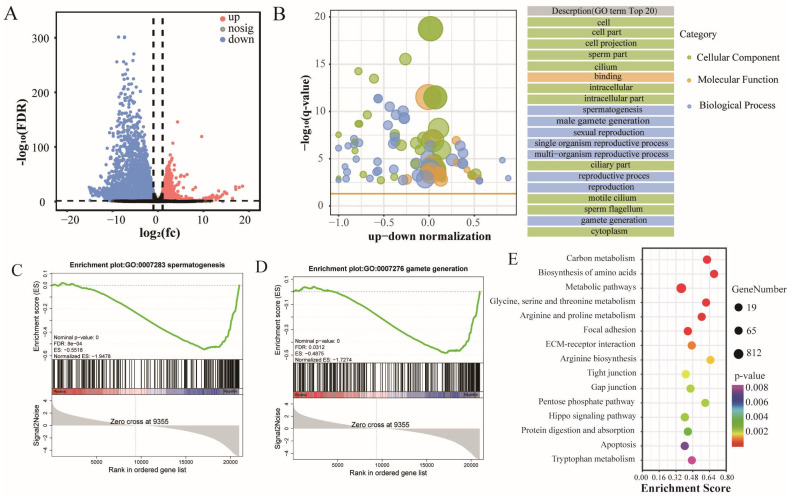
The difference in gene translation levels between CY and Y testes. (**A**) DTG volcano map between CY and Y. (**B**) GO enrichment bubble plot of CY and Y DTGs. GSEA of spermatogenesis (**C**) and gamete generation (**D**) gene sets showing the normalized enrichment score (FDR, false discovery rate; positive and negative normalized enrichment scores indicate higher and lower expression in CY, respectively). (**E**) KEGG enrichment bubble plots of CY and Y DTGs.

**Figure 3:**
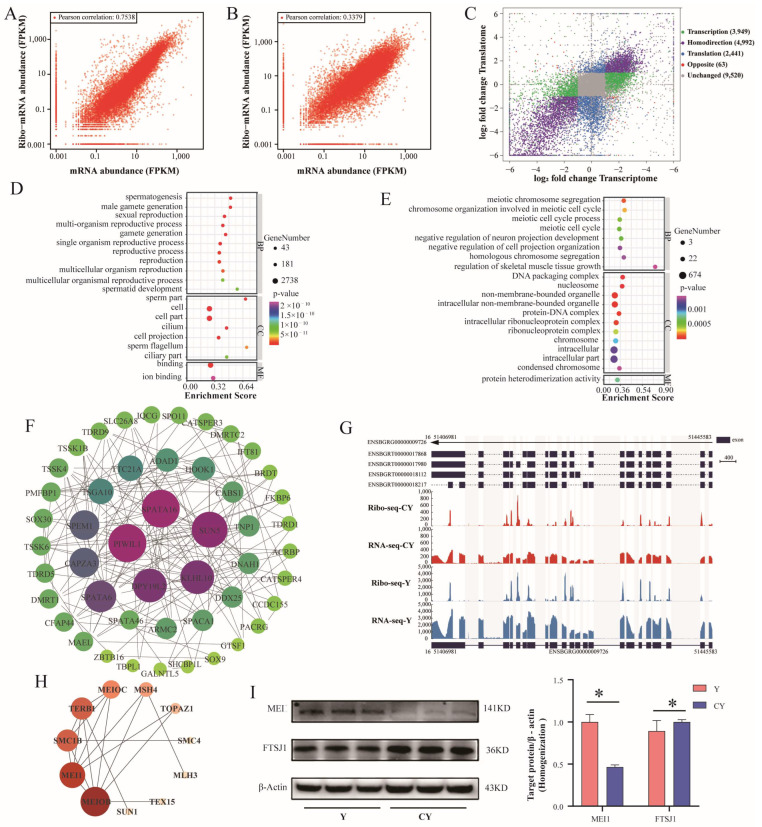
Comparison of transcription and translation levels between yak and cattle–yak testes. Correlation analysis of translational and transcriptional expression levels between cattle–yak (**A**) and yak (**B**). (**C**) Comparison and classification chart of translational and transcriptional differences. GO enrichment analysis of genes in the Homodirection (**D**) and Translation (**E**) groups. (**F**) PPI network diagram of genes involved in spermatogenesis. (**G**) RNA-seq and Ribo-seq IGV visualization of PIWIL1. (**H**) PPI network diagram of meiosis-related genes, including those involved in meiotic chromosome segregation, chromosome organization involved in meiotic cell cycle, meiotic cell cycle process, and meiotic cell cycle. (**I**) WB detection of the expression levels of MEI1 and FTSJ1 (* represents *p* < 0.05). Original figures can be found in Supplementary Materials.

**Figure 4:**
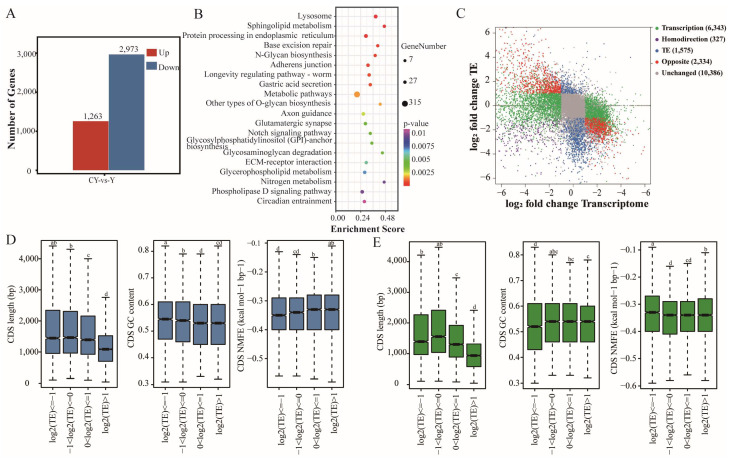
Differences in TE between CY and Y testicular genes. (**A**) Statistics of DTEGs for yak and cattle–yak. (**B**) KEGG enrichment bubble plot of DTEGs. (**C**) Comparison and classification chart of TE differences and transcriptional differences for genes between yak and cattle–yak. Differences in CDS length, GC content, and normalized minimum free energy (NMFE) among the four TE groups of yak (**D**) and cattle–yak (**E**), with significant differences represented by different letters (*p* < 0.05).

**Figure 5:**
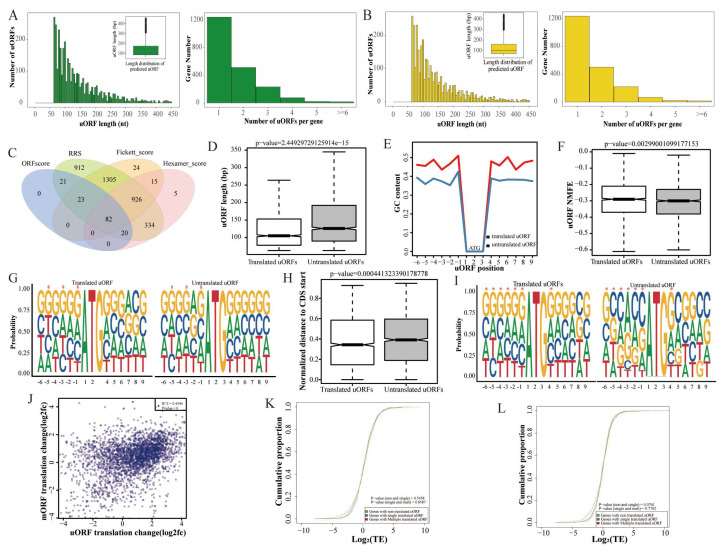
uORF features. Distribution of the number and length of uORFs in yak (**A**) and cattle–yak (**B**). (**C**) Potentially translated uORF screening. Comparison of the length (**D**), GC content (**E**), NMFE (**F**), Kozak sequence (**G**), and distance to the start of the CDS from (**H**) translated and untranslated uORFs in yak. (**I**) Comparison of Kozak sequences of yak uORFs and mORFs (* represents *p* < 0.05). (**J**) Scatter plot of differential changes in yak uORFs and downstream mORFs. (**K**) Cumulative curve of the effect of different types of uORFs on TE in yaks (**K**) and cattle–yaks (**L**).

**Figure 6:**
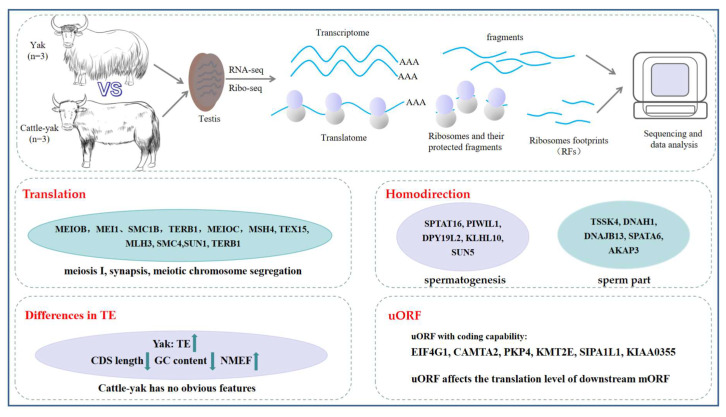
Schematic of Ribo-seq and RNA-seq principles and results for yak and cattle–yak testicular tissues.

## Data Availability

The Ribo-seq dataset in this study can be found in GEO (accession number: GSE270057 (Accessed on 30 August 2024)).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom15081080/s1, Supplementary Figure S1. GSEA of sperm part (A), cilium (B), motile cilium (C), and sperm flagellum (D) gene sets; normalized enrichment score. FDR, false discovery rate. Positive and negative normalized ES indicate higher and lower expression in CY. Supplementary Figure S2. uORF characteristics of cattle–yak. The length (A), GC content (B), NMFE (C), Kozak sequence (D), and distance to the mORF (E) of translated uORFs and untranslated uORFs in cattle–yaks were compared. Supplementary Table S1. Ribo-seq data read filtering information statistics. Supplementary Table S2. 

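This table gives, for each of the 6 libraries, how many clean reads matched rRNA, tRNA, snoRNA, snRNA or miRNA and were removed before alignment to the genome. The paper's values for rRNA are 11.88% to 14.5% of the clean reads in yak and 29.27% to 31.96% in cattle–yak, so that all 3 libraries of one group lie apart from all 3 of the other. These reads are not part of the deposited counts, so the step could not be repeated.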

Comparison of rRNA/tRNA/snoRNA/snRNA/miRNA statistics. Supplementary Table S3. Ribo-seq alignment gene statistics. 

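This table gives the alignment of the remaining reads to the yak genome. A uniquely mapped read has a single best position, and a multiple mapped read has several, as in families of near-identical genes. The paper's values for uniquely mapped reads are 27.51% to 30.24% in yak and 67.22% to 69.51% in cattle–yak, and those for multiple mapped reads are 50.56% to 52.04% and 26.14% to 28.16%. The mean of the paper's mapping ratios is 79.88% in yak and 95.25% in cattle–yak.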

Supplementary Table S4. DTG statistics. Supplementary Table S5. Statistical analysis of genes classified based on differences in the direction and magnitude of translation and transcription. Supplementary Table S6. Statistics of genes showing differences in TE between yak and cattle–yak. Supplementary Table S7. Statistics of genes in groups varying in the direction and magnitude of TE and transcription. Supplementary Table S8. uORF annotation. All Western Blot original images can be found in the Supplementary Materials.

How the deposited data were processed for this re-analysis (not part of the article)

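Ribo-seq libraries of testis were studied in 4 groups of 3 animals each: yak at 6 months, 18 months and 4 years and cattle–yak, for which the labels also give 4 years. The paper reports on the yak of 4 years and the cattle–yak. The authors trimmed the reads with fastp, removed rRNA with Bowtie2 and other small RNA with BLAST, and aligned the remaining reads to the yak genome with STAR. The expected count of each gene was made by the authors with RSEM and deposited without normalization, as whole numbers. The authors' FPKM divides these counts by the effective length of the gene and the total of the library. The deposited log2 fold change of the authors is the log2 ratio of the group mean FPKM. The deposited p-value and FDR come from the authors' comparison of the groups, for which the paper names DESeq2. Each of the 3 deposited comparison tables holds the same 20965 genes, and the values of libraries that occur in more than 1 table were checked to be identical. Tables of group means were not used, since they hold no replicates.

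Each library was taken as 1 animal, and the groups were those of the labels. Only the 6 libraries of the groups compared entered a test. Genes were filtered with filterByExpr, scaled by TMM and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (R 4.3.3, edgeR 4.0.16). DTGs had an adjusted p below 0.05 and a log2 fold change of at least 1 in either direction. The standard error of a log2 fold change was approximated as its size over the square root of F. Gene sets and marker lists were tested with limma's camera (limma 3.58.1) at a preset correlation of 0.01, adjusted over the 16 sets and over the 10 lists, and over-representation with a one-sided Fisher's exact test. The sets were GO and KEGG terms that the paper names, as annotated directly in the deposited tables. The lists were markers of spermatogonia, spermatocytes, round spermatids, elongating spermatids, Sertoli cells, Leydig cells, peritubular myoid cells, endothelial cells, macrophages and fibroblasts with extracellular matrix. Pearson's correlation, PCA and other summaries used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures used matplotlib 3.10.9.

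Single genes were reported by a rule: every gene that the paper names for its translation level, and the 3 DTGs with the largest and the 3 with the smallest log2 fold change among those above the median log2 CPM whose groups did not overlap. The main tests, this rule and the alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0, scaling by library size alone, by RLE or by the upper quartile, no filter, all 12 libraries in 1 fit, limma on log2(FPKM + 1) or log2(FPKM + 0.1), the log2 ratio of mean FPKM, the replicate number as a block, and each library left out in turn. For sets and lists they were fry, camera with an estimated correlation and fgsea 1.28.0.

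Median totals were 30716077 counts at 6 months, 23803000 at 18 months, 17796018 at 4 years and 38616961 in cattle–yak. Within yak of 6 months the chi-square per degree of freedom between libraries was 59.3 to 220, and within yak of 18 months it was 189 to 336, so libraries of a group differed by more than counting noise. With 1 library per animal, differences between animals were not separated from those of library preparation. The edgeR test was tested on simulated data with 3 libraries per group, where it recovered 58.8% of 194 changed genes and 79.2% of those changed 4-fold, and called 9 unchanged genes. The same simulation gave 72% for DESeq2, with 40 unchanged genes called, and 57% for limma, with 7.

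Translation efficiency, transcription, uORFs and read lengths or periodicity were not analysed here. GC content, gene length and position were not used, since the tables give no positions and no genome sequence was used.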

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

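The tests on yak 18 months replicate 2, on the spread within yak of 18 months and on genes without a symbol were chosen only after the results were seen, and those on the splits of the libraries and on the resemblance of cattle–yak to younger yak were chosen earlier. The results below come from libraries or genes that the paper does not report.

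Between yak of 18 and 6 months, 10 DTGs were called among 14874 genes, 3 higher and 7 lower at 18 months, while 2125 and 1712 genes had an unadjusted p below 0.05. The 3 higher genes, named after their values were seen, were *EMB* (log2 fold change 3.81, adjusted p = 0.00397), ENSBGRG00000015947 (4.32, adjusted p = 0.0274) and ENSBGRG00000016789, which had 0 counts in each library of 6 months. Between yak of 4 years and 18 months, 6 DTGs were called among 16175 genes, 0 higher and 6 lower at 4 years, with 1915 and 3816 genes at an unadjusted p below 0.05. The authors' deposited comparisons hold 1665 and 2806 calls, which include these 10 and 6. In each comparison, 1 of the 10 splits of the 6 libraries, the real one, gave as many DTGs. The other splits gave 0 DTGs, with 186 to 1100 and 26 to 555 genes at an unadjusted p below 0.05. A share under 0.1 is out of reach with 10 splits, so this count decides nothing on chance. Without yak 18 months replicate 2, the comparison of 4 years with 18 months gave 7310 DTGs, so the spread within yak of 18 months is a candidate cause of the low number. Without replicate 1 of that group, the comparison of 18 with 6 months gave 2593 DTGs. The library whose removal raised the number most thus differed between the comparisons. Without replicate 2, 18 with 6 months gave 76 DTGs, and without replicate 1, 4 years with 18 months gave 19. Without replicate 3 they gave 1 and 0.

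Yak 18 months replicate 2 differed from the other libraries of its age in genes of the adult testis. For 575 genes with a CPM of at least 20 at 4 years and below 1% of that level in each library of 6 months, the median was 57.0% of the 4-year level (quartiles 49.8% and 64.0%) in this library, 0.0759% in replicate 1 and 0.311% in replicate 3. A copy of a 4-year library is argued against by this median of 57.02%, since the 4-year libraries lay at 97.0% to 105.6%. A mixed sample that holds testis of yak of 4 years is a candidate explanation. A weighted sum of the other yak libraries left an interquartile range of 0.177 in the log2 residual over 7228 genes, against 0.247 to 0.690 for the other yak libraries and 0.0495 for counting noise. The sum gave a weight of 0.577 to the libraries of 4 years, 0.414 to those of 18 months and 0.018 to those of 6 months. ENSBGRG00000009597 had 130 counts in this library and at most 2 in each other yak library, which a mixture of these libraries would not give. ENSBGRG00000016323 and ENSBGRG00000017926 had 416 and 270 counts here (CPM 19.5 and 12.7) and 0 in the other libraries of 18 months and 4 years. They had 332 to 1083 and 169 to 1051 counts at 6 months (CPM of at most 35.3 and 34.2), and a weight of 0.018 is too small to give their level here. The fitted sum thus accounts for none of the 3 genes, so a mixture with these libraries alone is not complete. However, 2 of the genes are described as histone H4, whose copies could share reads. All 3 genes had counts in every cattle–yak library, and these libraries were not part of the sum. ENSBGRG00000009597 had 327 to 974 counts there, ENSBGRG00000016323 3174 to 5982 and ENSBGRG00000017926 4205 to 7261. An animal in which spermatogenesis began earlier would also carry adult germ cells. This was not tested and remains open. No library was left out of a test on this ground.

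Genes without a symbol took large shares of the yak counts. ENSBGRG00000015704 held a mean of 2.795% of the counts in yak of 4 years, 4.245% at 6 months, 4.15% at 18 months and 0.178% in cattle–yak. ENSBGRG00000018450 held 1.927%, 2.13%, 2.53% and 0.00713%. The libraries of 6 months ranged from 1.00% to 7.15% for ENSBGRG00000015704 and from 1.67% to 2.74% for ENSBGRG00000018450. The highest shares in a cattle–yak library were 0.189% and 0.00812%. Fewer germ cells in cattle–yak are argued against by the level at 6 months, and 1 yak allele in place of 2 by the smaller of the log2 changes against yak of 4 years (−3.977), since the loss of an allele lowers the level by a log2 of 1. Library preparation or read filtering cannot be told apart from a difference between the animals, because it goes with the groups: the paper's lowest rRNA share in cattle–yak is 29.27%, above each library of yak of 4 years in the same table. Reads of several gene copies could add to either gene, and this was not tested.

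In cattle–yak, 11 genes had a CPM of at least 5 in each library while each of the 9 yak libraries had a CPM of at most 1. All 11 lacked a symbol, against 1817 of 9949 other genes present in every cattle–yak library (18.3%; Fisher's exact test, p = 7.766e-09). This is consistent with reads that carry cattle sequence being placed on other copies of a gene. Their descriptions include ribosomal protein P1, tubulin alpha-1A chain-like and RBX1. In the opposite direction 1 gene, *GRIA1*, was present in yak and absent in cattle–yak. A level that truly differs in the hybrid remains open and was not tested.

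Cattle–yak resembled younger yak more than yak of 4 years. Over 16906 genes, Spearman's correlation of mean log2 CPM was 0.9416 with yak of 18 months, 0.884 with 6 months and 0.783 with 4 years. By library it was 0.907, 0.846 and 0.943 for the 3 libraries of 18 months. Relative to yak of 4 years, the changes of cattle–yak and of 18 months correlated at 0.849 and those of cattle–yak and 6 months at 0.771, while shared control libraries alone gave at most 0.235 and 0.243 in 100 simulations. The pattern is consistent with an arrest of spermatogenesis that leaves the germ cells of an immature testis. It was found in groups that differ in age as well as in hybrid origin.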

How the results depend on the processing

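No alternative in this part was chosen only after the result was seen. Of 880 values under an alternative, 745 were scored as kept. For a test this meant the same direction and the same side of the threshold. A count had to stay within 1.5 times, and a correlation had to move by less than the spread between replicates. The other 135 changed: 65 weaker, 40 stronger, 20 reversed and 10 moved. Where no cause is given, the cause was not tested.

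For cattle–yak against yak, the DTG counts stayed within 1.5 times under all 10 alternatives, from 2236 to 3074 higher and from 3584 to 4799 lower. With the replicate block they were 2763 and 4384, and the block is printed for completeness, since libraries with the same number did not correlate in their changes (0.032 to 0.071).

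Counts between yak ages changed under most alternatives. For 18 against 6 months, higher and lower DTGs were 1081 and 794 with DESeq2, 104 and 49 with library size only, 79 and 51 with the upper quartile, 1 and 2 with no filter, 1827 and 828 with all 12 libraries in 1 fit, 2 and 2 with limma on log2(FPKM + 1), 6 and 7 with limma on log2(FPKM + 0.1), and 235 and 303 with the replicate block. Library size only moved the median log2 fold change to 0.42, from 0.05 with TMM. For 4 years against 18 months they were 1234 and 1992 with DESeq2, 1121 and 2365 with all 12 libraries in 1 fit, 1 and 14 with limma on log2(FPKM + 1), 4 and 24 with limma on log2(FPKM + 0.1), and 0 and 0 with the replicate block, where 2142 and 2673 genes had an unadjusted p below 0.05. Across the 6 fits that each left out 1 library, 18 against 6 months gave from 0 to 1344 higher and from 0 to 1249 lower DTGs, the most without yak 18 months replicate 1. For 4 years against 18 months the range was from 0 to 4277 higher and from 0 to 3033 lower, the most without yak 18 months replicate 2; without replicate 3 of that age both were 0, with 699 and 2967 genes at an unadjusted p below 0.05. Thinned to the lowest total, 18 against 6 months gave 10 to 152 DTGs in 5 draws.

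With the correlation estimated in camera, 0 of 16 gene sets passed (3 at an unadjusted p below 0.05), and the adjusted p was 0.375 for spermatogenesis, 0.470 for cilium, 0.378 for motile cilium, 0.125 for sperm flagellum, 0.233 for spermatid development, 0.238 for Focal adhesion, 0.233 for Tight junction, 0.125 for Apoptosis, 0.205 for Metabolic pathways and 0.205 for Carbon metabolism. With fry, gamete generation (0.000346) and meiotic cell cycle (0.0159) passed and Hippo signaling pathway reversed (0.181). With fgsea, ECM–receptor interaction (0.988), Hippo signaling pathway (1) and Lysosome (0.988) reversed, and Metabolic pathways got no value. Of the 10 marker lists, 6 passed in camera, 9 with fry, which added spermatogonia (0.00452), spermatocytes (0.0299) and macrophages (0.0221), 0 with the estimated correlation (1 at an unadjusted p below 0.05), 1 with fgsea, which reversed endothelial cells (0.970), 5 with the replicate block, and 5 to 7 with 1 library left out.

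Of 16 terms, 10 were over-represented among all DTGs, 5 among higher DTGs only, 6 among lower DTGs only and 4 with all tested genes as the background. Odds ratios among higher DTGs only fell below 1 for spermatogenesis (0.778), cilium (0.571), motile cilium (0.359), sperm flagellum (0.418), meiotic cell cycle (0.246), spermatid development (0.404) and Hippo signaling pathway (0.775). Among lower DTGs only they fell below 1 for Focal adhesion (0.632), Tight junction (0.849), Apoptosis (0.731), Metabolic pathways (0.932) and Carbon metabolism (0.608), and rose above 1 for gamete generation (1.27) and meiotic chromosome segregation (1.27). These follow from the split by direction. With all tested genes as the background, Metabolic pathways had 0.998.

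The correlation between replicates moved with log2(FPKM + 1) to 0.986 at 6 months, 0.987 at 4 years and 0.990 in cattle–yak, with log2(FPKM + 0.1) to 0.980 at 6 months and 0.978 at 4 years, and with Spearman's correlation to 0.981 at 4 years. Resemblance of cattle–yak, for genes with at least 10 counts in every library, moved to 0.830 with yak of 6 months and 0.823 with yak of 4 years, and with Pearson's correlation to 0.793 with yak of 4 years. With 1 library left out, Spearman's correlation with yak of 4 years over all genes ranged from 0.772, without cattle–yak replicate 1, to 0.788. Under each of these alternatives yak of 18 months had the highest value.

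Among named genes, 18 of 330 values changed, 12 weaker and 6 stronger. *PKP4* was lost without yak replicate 3 (−0.91) and with limma (−0.98).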

Differences from the paper's values

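No test in this part was chosen only after the result was seen. No value that the paper states for a measure computed here differed by more than the spread between replicates and by more than 1.5 times. The log2 fold change of *ACE* is the paper's −7.3478 in its supplementary table, a ratio of mean FPKM, and the ratio of mean FPKM computed here was −7.35 too.

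Statements on single genes differed in some places, for *MEI1* and *EIF4G1* only in whether the threshold of 1 was passed. The paper lists *PDGFRA* among the top genes of the DTGs, and its rank by p-value in the authors' deposited comparison was 7384, or 3229 among higher genes. The paper treats *MEI1* as lower at the translation level. Here it was lower too, at −0.997 (adjusted p = 0.00497 from edgeR's quasi-likelihood test), but was not called. DESeq2, scaling by library size alone, the replicate block, and the fits without yak replicate 1 or cattle–yak replicate 1 called it. The paper states that *EIF4G1* was significantly lower. Here it was lower too (adjusted p = 0.00113 from edgeR's quasi-likelihood test), but was called only without cattle–yak replicate 1. In the authors' deposited comparison its log2 fold change was −0.878, close to the −0.869 here, and both fall short of the threshold of 1. Fig. 3F shows *SPO11* among the genes of its Homodirection group, and it was not called here, whereas DESeq2, the replicate block and the fit without cattle–yak replicate 1 called it. The paper writes SPTAT16 for the gene listed in the tables as *SPATA16*.

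Statements on terms differed as well. The paper reports a lower translation level of the gamete generation set, which was not called by camera, and fry called it. The paper also names gamete generation among the enriched GO terms of the DTGs. Here 6 of its 16 genes were DTGs (odds ratio 0.899, adjusted p = 0.768, one-sided Fisher's exact test). It was not called in either direction alone or with all tested genes as the background. Only genes annotated directly to a term were counted here. How the sets of the paper were built is not stated in its methods, and the paper names sperm part, to which no gene is annotated directly. Its gamete generation set is thus not known to be the 16 genes tested here. These results on gamete generation therefore decide nothing on the paper's statements about that set. The paper reports enrichment of Focal adhesion and of Hippo signaling pathway among DTGs. These were not called for both directions together, whereas the higher DTGs alone called Focal adhesion and the lower DTGs alone called Hippo signaling pathway. The term sperm part was not tested, as no gene is annotated directly to it.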

Other observations

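The test on *MEIOB*, *MEI1* and *SMC1B* was chosen only after the result was seen, and the others below were chosen earlier.

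The excess of lower DTGs in cattle–yak was weighed against 3 explanations. Library preparation and read filtering were not among them and remain open, since they go with the groups. The paper's uniquely mapped reads were 27.51% to 30.24% in yak and 67.22% to 69.51% in cattle–yak. Scaling is argued against, because the lowest share of lower DTGs under 3 other scalings was 58.38%, with the upper quartile. A difference in depth is argued against, because the share was 62.85% to 63.1% in 5 draws that thinned each library to 16304058 counts. Fewer germ cells as the only difference between the groups are argued against. Peritubular myoid markers rose against macrophage markers by 2.397 on the log2 scale, from −0.95 ± 0.379 (SD, n = 3) in yak to 1.44 ± 0.189 (SD, n = 3) in cattle–yak. A loss of germ cells alone would raise the somatic lists alike. The macrophage genes ranged in log2 fold change from −3.90 for *AIF1* to 0.16 for *C1QB*. A shift between somatic lists does not bear on the excess of lower DTGs itself. Fewer germ cells as its cause, in part or in whole, remain open. Of the 10 splits of the 6 libraries, 1, the real one, gave as many DTGs. This count cannot fall below 1 of 10 whatever the data, so it decides nothing. The real split had 11364 genes at an unadjusted p below 0.05, and the other splits had 64 to 103 and 0 DTGs. On simulated data with as many libraries, edgeR called 9 unchanged genes, so chance alone is argued against as the source of most of the 7267 DTGs.

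In the marker lists, with adjusted p from limma's camera, round spermatids (5 genes with a symbol of 10 listed) had a median log2 fold change of −9.03 (adjusted p = 0.00196) and elongating spermatids (3 of 9) of −9.68, or −9.20 with genes at the limit of detection set to their bound (adjusted p = 0.00537). Without cattle–yak replicate 1, the median was −10.76 for round spermatids, or −9.98 with genes at their bound, and −11.06 for elongating spermatids with or without the bound. Spermatocytes (8 of 10) had −0.92 (adjusted p = 0.360) and spermatogonia (8 of 10) 0.82 (adjusted p = 0.0816). Among somatic cells, limma's camera gave 2.02 for peritubular myoid cells (8 of 8, adjusted p = 0.000816), 1.65 for Leydig cells (5 of 10, adjusted p = 0.0436) and 1.34 for fibroblasts with extracellular matrix (7 of 8, adjusted p = 0.00876). It gave 1.08 for Sertoli cells (6 of 9, adjusted p = 0.0199), 0.78 for endothelial cells (8 of 8, adjusted p = 0.360) and −0.11 for macrophages (7 of 8, adjusted p = 0.396). Spermatogonia passed without yak replicate 2 (adjusted p = 0.0382 from limma's camera). Leydig cells were lost without cattle–yak replicate 1 (0.0513) or cattle–yak replicate 2 (0.0527), with the replicate block (0.0609), with fgsea (0.167) and with the estimated correlation (0.364). *SPO11*, *ZBTB16* and *DMRT1* are in both these lists and Fig. 3F.

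The count per FPKM of *ACE*, relative to the median gene, was 1.518 times as high in cattle–yak as in yak. A change in the *ACE* isoform that is translated is a candidate explanation, since the effective length estimated by RSEM shifts with the isoforms. The log2 of this ratio was 0.60 for *ACE*, against an SD of 0.0781 over 11032 genes, of which 32 had a larger change. Groups did not overlap for 23.3% of the genes, against 10% by chance, so the libraries differ in general, but a general difference of this spread is argued against as the source of the shift of *ACE*.

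*MEIOB*, *MEI1* and *SMC1B* were set beside the spermatocyte markers, whose median log2 fold change was −0.9229. These markers went both ways, from −2.19 for *SYCE1* to 0.70 for *SYCP3*, with −0.39 for *HORMAD1*, and their median was −1.43 without cattle–yak replicate 1 and −0.56 without cattle–yak replicate 2, so it decides nothing. A change in these genes within spermatocytes cannot be told apart from fewer spermatocytes, because the libraries hold all cells of the testis.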
